A study of Mus musculus with 6 samples.

How the data were processed

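The series measured gene expression by bulk RNA-seq in 6 samples of CD11b+ cells sorted from mouse brain. Per the labels' protocols, brains were cryopreserved in sucrose, dissociated with enzyme and heat, stained for CD11b and sorted, and stranded libraries were prepared from polyA RNA. The mice carried GFP-M, Cx3cr1-CreERT2 and Rosa26-tdTomato alleles. Samples were grouped by their titles into 3 control and 3 repopulated samples. Per the labels, the treated animals received BLZ-945, an inhibitor of the CSF1 receptor, by mouth at 200 mg per kg of body weight each day, and controls received the peanut butter vehicle. The labels' protocols give 14 or 21 days of treatment, without saying which applied to the sequenced animals, and 7 days of repopulation without drug.

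The processed data used here were 1 deposited table with a column of gene identifiers and 6 columns of values. Neither the table's header nor the labels name an aligner, a counting tool, a genome build or an annotation. The 6 value columns carry short names that were searched for in the sample titles, descriptions, other labels, series text and file list, and 0 of the 6 names were found there. A column could therefore be given to a sample or a group only by its position or by its values. Neither is a label, so all 6 columns were left unused, and no unit, depth, replicate spread or fold change is reported from them. The tests planned before the data were examined (a model of all genes between the groups, 14 gene sets, sample separation and cell-type marker shares) were not run, nor were their alternatives.

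The gene identifiers were analysed without the values, with a script in Python 3.11. Identifiers were matched, without version suffixes, to the GENCODE M21 annotation of GRCm38, both its reference chromosomes and its primary assembly, which adds unplaced and unlocalized scaffolds. Gene types and chromosomes were taken from the primary assembly annotation, and it was recorded whether each gene of the 14 planned sets had an identifier in the table. Since the build behind the deposited values is not stated, no gene coordinates are given.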

Results

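The study addressed how the transcriptome of microglia, the resident macrophages of the brain, that repopulated the brain of old mice after drug depletion compared with that of undepleted controls. The series text gives an age of 18 to 22 months for the depleted animals. CD11b+ cells from 3 control animals and 3 animals with BLZ-945 depletion followed by repopulation were profiled by polyA RNA-seq, with 1 library per animal.

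The comparison of repopulated with control samples was not made, and RNA from other cells in the sorted CD11b+ samples was not checked for. The 6 value columns of the deposited table were not matched to the 6 samples by any label, and neither the expression of single genes, such as the drug target Csf1r, nor the number of changed genes was analysed here. The depth of each library and the spread between replicates were likewise not analysed.

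The table listed 55487 gene identifiers, all different and all of the Ensembl mouse gene form. Of these, 55227 were among the 55536 genes of the GENCODE M21 primary assembly annotation, and 260 were not. Conversely, 309 genes of that annotation were absent from the table. With the annotation of the reference chromosomes alone, 55141 identifiers matched and 346 did not, and 86 of the matched identifiers in the primary assembly lay on unplaced or unlocalized scaffolds. The order of the matched identifiers was not identical to the gene order of either annotation. How far the orders differed was not measured.

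Protein-coding genes made up 21974 of the identifiers, or 39.6% of the table. Percentages here are of all identifiers, including the 260 unmatched ones, which were given no gene type or chromosome. Processed pseudogenes accounted for 9937 identifiers (17.9%) and long intergenic non-coding RNA genes for 5614 (10.1%). The table also held 354 ribosomal RNA genes, not counting 2 of the mitochondrial type, and 2207 microRNA genes. The mitochondrial chromosome contributed 37 identifiers, the X chromosome 2585 and the Y chromosome 1562. Among the matched identifiers, 229 shared a gene symbol with at least 1 other identifier, under 113 symbols.

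All 203 genes of the 14 gene sets fixed before the data were examined had an identifier in the table. These included 18 genes of homeostatic microglia, 25 of disease-associated microglia, 20 of the interferon response and 25 of proliferation. None of the 203 symbols was carried by more than 1 identifier. The presence of an identifier shows that the gene was part of the annotation used, not that it was expressed.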

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

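No paired analysis was possible because the value columns carry no replicate numbers and were matched to no sample. The alternatives listed before the data were examined (normalization, low-count filter, test, thresholds, gene set test, replicates left out) were not run because the value columns were matched to no sample.

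The single alternative that was run, chosen after the table was seen, replaced the primary assembly annotation by that of the reference chromosomes. The number of matched identifiers went from 55227 to 55141 and that of unmatched identifiers from 260 to 346. Both annotations are of the same release, and the primary assembly only adds scaffolds. The change was therefore fixed by the identifiers on scaffolds, and the choice of release was not tested.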
